A study of Mus musculus with 6 samples. Its data were reported in "Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station" (2025).

How the data were processed

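Germline stem (GS) cells are cultured mouse spermatogonia that grow on a layer of feeder cells and can restore spermatogenesis after transplantation. The cells came from DBA/2 mice carrying an EGFP transgene and were stored frozen for 6 months, either aboard the International Space Station (ISS) or in a freezer on the ground. Per the study, the cells for RNA were taken on the day after thawing, without passage. From them 6 poly(A) RNA libraries, 3 per group, were sequenced.

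The authors deposited 1 table of raw counts per gene, with 32285 gene identifiers as rows and 1 column per library. Per the methods of the study, reads were trimmed with cutadapt and aligned to the mm10 genome with HISAT2 and the GENCODE M21 annotation. The counting program, its strand setting and its handling of reads shared between genes were not stated. The labels and the methods name different library kits, sequencers and read layouts. The values were whole numbers of at least 0 with a different total in each library, as raw counts are, and nothing had been pooled. Of the identifiers, 32235 were in GENCODE M21 and 50 were not, so the gene list of the table differed from that release. Gene positions, lengths and GC content were taken from GENCODE M21 (GRCm38, the assembly of mm10), with positions counted from 1.

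Libraries were grouped by their titles, which name 3 libraries Space and 3 Ground. The treatment label of all 6 libraries says the opposite of the title. The column names of the table and the group names of the study follow the titles. The split into groups is identical under both labels, but every direction below holds for the libraries titled Space relative to those titled Ground and would change sign if the treatment label were right.

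Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed by filterByExpr with the group factor, which left 15104 genes, and library sizes were scaled by the trimmed mean of M-values (TMM). The test was the 2-sided quasi-likelihood F test without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of F. Values per library are CPM, counts relative to the library size scaled by TMM, and log2 CPM used a prior count of 2. Gene sets were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 9 sets. The lists were written from general knowledge of the field. Older symbols of 3 listed genes were matched through synonyms in a RefSeq gene table after first results had been seen. The number of sets past the threshold was 3 with and without those genes. A set score is the mean log2 CPM of the tested genes of a set.

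Similarity of libraries was computed on the 1000 most variable genes as 1 minus Pearson's r of log2 CPM centred per gene. The separation statistic is the mean distance between groups minus the mean distance within groups, with a 1-sided exact permutation test over the 10 splits of 6 libraries into 3 and 3. Because both groups carry replicate numbers 1 to 3, the numbers in the titles were treated as a possible pairing. That was checked by the mean correlation of the deviations from the group means in same-numbered libraries, against all 6 ways to match the 3 Space with the 3 Ground libraries. Replicate blocks were fitted under all 6. The study describes the replicates as cell lines, but no label states which libraries share a line or culture. The crossed pairing used below comes from the values alone, and the picture of the clustering in the study, which joins the same libraries, had been seen when the 6 matchings were listed as alternatives. The sign-flip tests within these pairs and the comparison of splits that part them were added after the data were seen.

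The genes named were fixed by a rule: the genes the study measured by real-time PCR, the genes of the surface antigens it measured by flow cytometry, the 4 genes it found differently methylated at promoters, and the 3 genes with the smallest p in each direction among those past the threshold whose groups did not overlap. Where fewer passed, the next smallest p filled the places. Some of the genes this rule selects are not reported here. Any other gene named was chosen after its values were seen.

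The grouping, the tests, the gene lists and the alternatives were fixed before the data were examined, except where stated. Alternatives were RLE scaling, total counts, other filters, DESeq2 1.42.0, limma-voom, the replicate blocks, leaving out each library, and for gene sets an estimated inter-gene correlation and the rotation test fry. The procedures were tested on simulated counts with 200 changed genes drawn from the means and library sizes of the real table. Without pair structure edgeR recovered 42% of genes changed 1.5-fold, 66% of those changed 2-fold and 94% of those changed 4-fold, with 8, 13 and 20 false calls. With libraries simulated to resemble each other in crossed pairs, the fit without a block recovered 26%, 45.5% and 76.5%, and the fit with the crossed pairs as replicate block recovered 73.5%, 89% and 93.5%, with 8, 11 and 6 false calls. The fit with replicate numbers as replicate block recovered 0%, 15.5% and 58% there, with 0 false calls, so its count of genes has little power under such pairs. Of genes changed 1.25-fold there, the fits without a block and with replicate numbers recovered 0%. The fit with the crossed pairs recovered 61.5% of them, with 8 false calls. A count of 0 genes without a block therefore says little about changes that small.

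Totals lay between 19015985 and 24110916 counts per library. At that depth the smallest share counted as detected, 3 counts, corresponds to between 0.124 and 0.158 CPM without scaling. Confidence intervals and this floor cover counting error only, since reads copied by PCR are not independent molecules. The methylation data of the study and the RNA data of its offspring were not analysed here.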

Results

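The data comprised raw gene counts of 6 RNA-seq libraries of GS cells, cultured spermatogonia with stem cell activity. There were 3 libraries titled Space, from cells stored frozen on the ISS, and 3 titled Ground, from cells stored frozen on Earth. The total was 23399654 counts in Ground-1, 19930234 in Ground-2 and 23218122 in Ground-3. It was 24110916 in Space-1, 19015985 in Space-2 and 23994478 in Space-3. The mean was 22182700 ± 1952780 counts for Ground and 22373800 ± 2908530 for Space (SD, n = 3; exact permutation p = 1). Between 19528 and 20316 genes had at least 1 count per library. Because the treatment label contradicts the title in all 6 libraries, "Space" and "Ground" stand for the titles throughout, and the sign of each difference depends on them.

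Mitochondrial transcripts took a variable share of the counts. The share was 3.09% in Ground-1 (95% Wilson interval 3.09 to 3.10), 11.5% in Ground-2 (11.5 to 11.5) and 5.69% in Ground-3 (5.69 to 5.70). It was 2.51% in Space-1 (2.50 to 2.51), 7.12% in Space-2 (7.11 to 7.14) and 2.81% in Space-3 (2.80 to 2.82). The group means of 6.76% ± 4.31 for Ground and 4.15% ± 2.58 for Space did not differ beyond the spread between replicates in an unpaired test (SD, n = 3; 2-sided exact permutation p = 0.5, adjusted over 5 library measures 1), where the smallest possible p is 0.1. Within the crossed pairs described below the share was lower in Space in 3 of 3, by -0.28, -4.38 and -3.19 percentage points for Ground-1, Ground-2 and Ground-3 (2-sided exact sign-flip permutation p = 0.25, the smallest possible), and it was also lower in 3 of 3 same-numbered pairs (exact p = 0.25). With the crossed pairs as replicate block, 8 mitochondrial genes were among the 38 genes past the threshold.

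The study asked whether expression profiles of Space and Ground GS cells separate. All 15 pairs of libraries were highly correlated over all tested genes, with Pearson's r of log2 CPM between 0.984 and 0.996 across genes, which are not independent replicates. Libraries did not separate by group. The mean distance was 1.12 between groups and 1.31 within groups, a separation of -0.19 (1-sided exact permutation p = 0.7, smallest possible 0.1). Leaving out a library moved this value most, to -0.077 without Ground-1. The first principal component of the 1000 most variable genes held 60% of their variance and did not differ by group in an unpaired test (2-sided exact permutation p = 0.7, adjusted over 5 components 0.7). Within the crossed pairs described below, Space minus Ground had the same sign in 3 of 3 pairs on components 1 to 3 (2-sided exact sign-flip permutation p = 0.25, the smallest possible) and differing signs on components 4 and 5 (exact p = 0.75 and 1). On component 1 the differences were 0.91, 1.51 and 2.89 for Ground-1, Ground-2 and Ground-3. Among the 4 splits that part all 3 crossed pairs the real one had the highest separation, against -0.236 to -0.219 for the others (1-sided exact p = 0.25, the smallest possible). With the crossed pairs as replicate block, 38 genes passed the threshold in the gene test below.

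**Figure D1:**
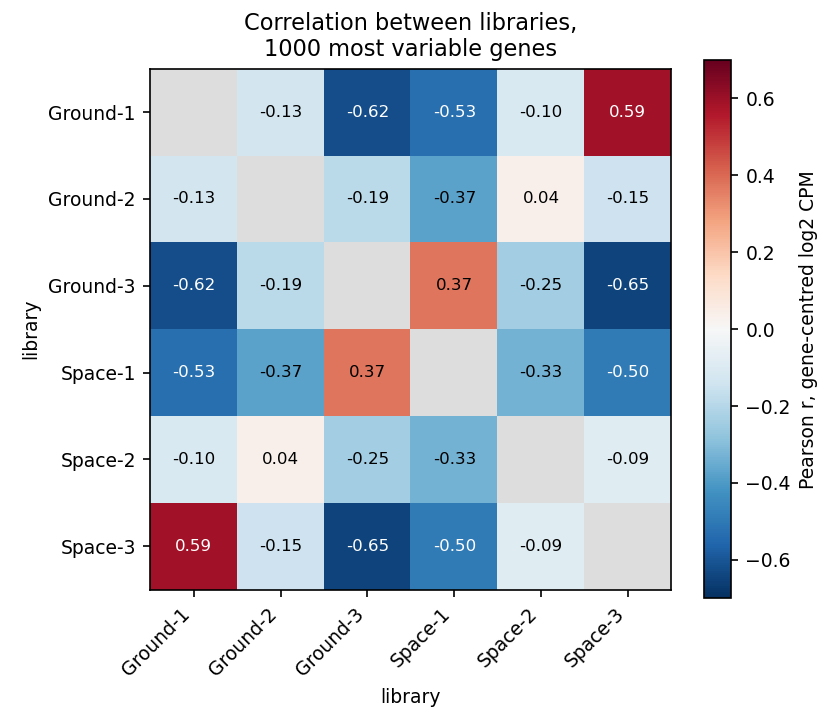
Pearson's r of gene-centred log2 CPM over the 1000 most variable genes for each pair of the 6 libraries (both axes list the libraries, colour and printed values give r, the diagonal is grey). Positive values occur only for Ground-1 with Space-3 (0.59), Ground-3 with Space-1 (0.37) and Ground-2 with Space-2 (0.04).

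The replicate numbers did not pair the libraries. The mean correlation of deviations from the group means was -0.27 for same-numbered libraries, rank 5 among the 6 ways to match them (exact permutation p = 0.833, smallest possible 0.167). The 3 values were -0.48, 0.28 and -0.60. The highest of the 6 means was 0.51, for the crossed matching of Ground-1 with Space-3, Ground-2 with Space-2 and Ground-3 with Space-1 (exact permutation p = 0.167), with values of 0.63, 0.28 and 0.60. Hierarchical clustering joined the libraries in these 3 crossed pairs first. No pair of libraries was a copy. The median chi-square of the counts of a pair, relative to its expectation under sampling noise, was 1.54 to 2.26 in the crossed pairs, 5.55 to 13.8 within groups and 5.57 to 14.4 in the other pairs between groups.

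To find genes induced or repressed by storage on the ISS, all 15104 genes past the filter were tested. With edgeR's quasi-likelihood test 0 genes had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.9999. At an unadjusted p under 0.05 there were 92 genes, 24 higher and 68 lower in Space. Chance gives 755 for libraries without pair structure, which these are not. The other splits that part all 3 crossed pairs gave 34 to 49 genes, so 92 is not fewer than chance gives for this layout. The 3 libraries of one group all lay above the 3 of the other in 542 genes (3.59%, where chance gives 10% for libraries without pair structure). The biological coefficient of variation was 13.9%. With replicate numbers as a replicate block 0 genes passed and 63 had an unadjusted p under 0.05, at a mean correlation of same-numbered libraries of -0.27. On simulated counts with crossed pair structure that block recovered 0% of genes changed 1.5-fold and 58% of those changed 4-fold. Of the alternatives fixed in advance, the replicate block of the crossed pairs moved the count most. It gave 38 genes past the threshold, 2 higher and 36 lower in Space. At an unadjusted p under 0.05 it gave 1097 genes, 497 higher and 600 lower in Space. The coefficient of variation was 2.79% with that block. Of the 38 genes, 8 were mitochondrial and 13 were on the feeder fibroblast list described below. In fits added after the data were seen, that block without the pair of Ground-3 and Space-1 gave 16 genes, 15 of them among the 38. It gave 174 genes, 37 of them among the 38, without Ground-1 and Space-3, and 76 genes, with all 38, without Ground-2 and Space-2. Few libraries remain in these fits, and edgeR's smallest unadjusted p fell to 5.14e-170, lower than so few can support. The counts without 1 pair are therefore uncertain.

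None of the genes with the smallest p passed the threshold. The genes higher in Space were Atcay (ENSMUSG00000034958, chromosome 10, 81204508 to 81230833), Lncpint (ENSMUSG00000044471, a long noncoding RNA gene on chromosome 6) and Gm9833 (ENSMUSG00000049230, chromosome 3). Atcay had 0.855 ± 0.123 CPM in Ground and 1.71 ± 0.260 in Space (SD, n = 3; log2 fold change 0.99, SE 0.27, edgeR adjusted p = 0.9999). Lncpint had a log2 fold change of 1.43 (SE 0.41) on 18 counts in Ground and 51 in Space, and Gm9833 one of 1.198 (SE 0.38) on 27 and 66 counts. Atcay, Lncpint and Gm9833 overlap other annotated genes, and the strand setting of the counting is not stated, so their counts are uncertain. The genes lower in Space were Inhbb (ENSMUSG00000037035, chromosome 1, 119415465 to 119422248), Srpx2 (ENSMUSG00000031253, chromosome X) and Ccl7 (ENSMUSG00000035373, chromosome 11). Inhbb had 5.39 ± 1.11 CPM in Ground and 2.83 ± 0.365 in Space (SD, n = 3; log2 fold change -0.93, SE 0.22, edgeR adjusted p = 0.9999). Srpx2 changed by -1.55 (SE 0.40) on 40 and 14 counts and Ccl7 by -1.06 (SE 0.30) on 219 and 106 counts. With the crossed pairs as replicate block, Inhbb (log2 fold change -0.92, edgeR adjusted p = 0.00239) and Ccl7 (-1.08, edgeR adjusted p = 0.0118) passed, and the other 4 did not. With replicate numbers as replicate block all 6 failed.

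Trp53 was examined as a gene of the DNA damage response. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) had 138.0 ± 6.26 CPM in Ground and 137.6 ± 4.98 in Space (SD, n = 3), a log2 fold change of -0.0038 (SE 0.059). The difference was smaller than its standard error (edgeR adjusted p = 0.9999 over all genes). With replicate numbers as replicate block Trp53 had a log2 fold change of -0.0034 (SE 0.062). With the crossed pairs as replicate block it had -0.0044 (SE 0.030, edgeR adjusted p = 0.988).

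The 7 genes of the surface antigens measured by flow cytometry were Gfra1, Cdh1, Epcam, Itga6, Itgb1, Cd9 and Kit. The study measured these proteins in passaged cells, later after thawing than this RNA, so the values below do not test its protein result. Their log2 fold changes lay between -0.14 (Cdh1, SE 0.20) and 0.046 (Itga6, SE 0.064), with 2 higher and 5 lower in Space. None passed edgeR's test, with a smallest adjusted p of 0.992 over the list and 0.9999 over all genes, and 0 of the 7 had an unadjusted p under 0.05. Cdh1 had the lowest expression of the 7, with 8.87 ± 1.86 CPM in Ground and 8.06 ± 1.52 in Space, and Itgb1 the highest, with 309.8 ± 20.2 and 308.8 ± 26.0 (SD, n = 3). Gfra1, the GDNF co-receptor, varied more between libraries than between groups, with 130.2 ± 26.0 and 130.0 ± 25.1 CPM, and its values were 141.6, 148.6 and 100.4 CPM in Ground-1 to Ground-3 and 101.3, 141.1 and 147.6 in Space-1 to Space-3. Gfra1, Itga6 and Cd9 overlap annotated genes on the opposite strand, with the same uncertainty. With replicate numbers as replicate block 0 of the 7 passed. With the crossed pairs as replicate block 0 of the 7 passed and their standard errors fell to between 0.025 and 0.10.

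**Figure D2:**
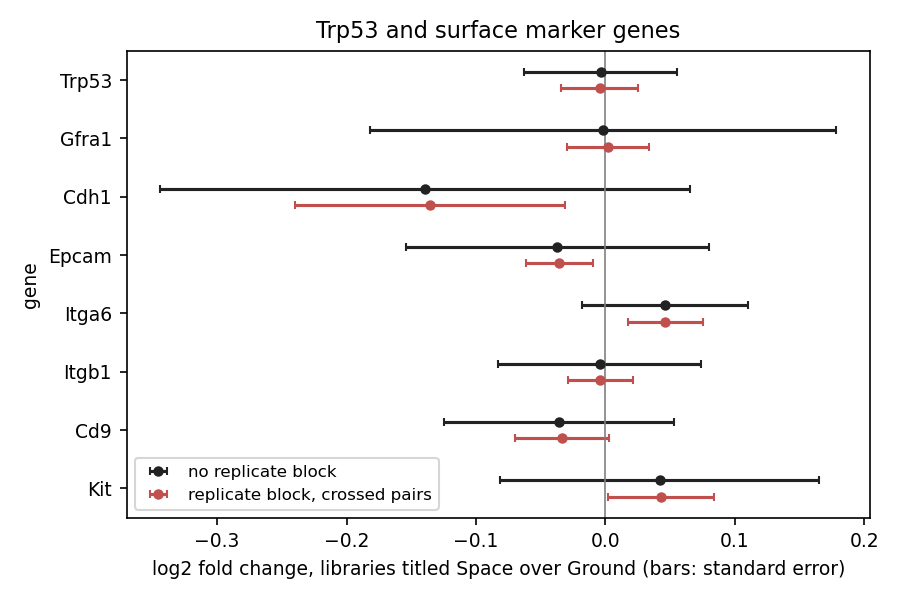
Log2 fold change of the libraries titled Space over those titled Ground (x axis) for Trp53 and 7 surface marker genes (y axis), without a replicate block (black) and with the crossed pairs as replicate block (red). Points are estimates and bars standard errors. The estimates without a block lie between -0.14 and 0.046.

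The 4 genes with differently methylated promoters were too weakly expressed to be tested, with 0 of 4 past the filter. The study measured methylation in passaged cells, later after thawing than this RNA. Gm7097 (ENSMUSG00000089835, chromosome 10, 70284235 to 70284953, antisense to Slc16a9) and Bsnd (ENSMUSG00000025418, chromosome 4, 106483456 to 106492283) had 0 counts in all 6 libraries, below the floor of 0.124 to 0.158 CPM. Fgf21 (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490) had 4, 2 and 10 counts in Ground-1 to Ground-3 and 5, 2 and 0 in Space-1 to Space-3. Its totals of 16 and 7 counts did not differ beyond counting error (2-sided exact binomial test of the pooled libraries, p = 0.0628), before any spread between replicates was considered. Gm15562 (ENSMUSG00000089870, chromosome 14, 46961440 to 46965684, within an intron of Samd4 on the same strand) had 0, 1 and 1 counts in Ground and 0 in each Space library (2-sided exact binomial p = 0.248). Those 2 reads are under the floor of 3 counts, so a difference of Gm15562 was not detectable at this depth.

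Because the study asked about DNA repair, apoptosis, senescence, imprinted genes and the stem cell phenotype, 9 gene sets were tested with camera in limma. In 3 of 9 sets the adjusted p was under 0.05, all lower in Space. The feeder fibroblast set, a check for RNA of the feeder layer, had a mean log2 change of -0.43 with 46 of 47 genes lower (adjusted p = 3.57e-46). The senescence set had -0.32 with 37 of 40 genes lower (adjusted p = 2.64e-18). The oxidative stress response set had -0.045 with 39 of 48 genes lower (adjusted p = 0.0190). The other 6 sets had mean log2 changes between -0.027 and -0.012 and did not pass, with camera adjusted p of 0.443 for DNA repair, 0.919 for base excision repair, 0.729 for apoptosis, 0.416 for imprinted genes, 0.729 for GDNF signalling and self-renewal and 0.443 for spermatogonial differentiation. The DNA repair set passed in 1 of 18 alternatives, without Ground-1 (mean log2 change -0.050, camera adjusted p = 0.00154, with a range of 0.00154 to 0.974 across the alternatives). With replicate numbers as replicate block the count was 3 sets, and with the crossed pairs it was 3 sets.

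The set tests depended on how correlation between genes was treated. With the inter-gene correlation estimated 0 of 9 sets passed, with 2 at an unadjusted p under 0.05, and with fry 0 of 9 passed, with 1 at an unadjusted p under 0.05. Both were run on the fit without a replicate block, so neither tested the sets within the crossed pairs. The feeder fibroblast score was 3.58 ± 0.038 in Ground and 3.13 ± 0.40 in Space (SD, n = 3), with all 3 Space libraries below the 3 Ground libraries (2-sided exact permutation p = 0.1, the smallest possible, and 0.45 adjusted over 9 sets). The senescence score was 3.40 ± 0.011 and 3.08 ± 0.23, with the same exact p of 0.1. The DNA repair score was 5.75 ± 0.060 and 5.73 ± 0.038 (exact permutation p = 0.6, adjusted 0.771). Within the crossed pairs the feeder fibroblast, senescence, oxidative stress response and base excision repair scores were lower in Space in 3 of 3. So were the apoptosis, differentiation and imprinted gene scores (2-sided exact sign-flip permutation p = 0.25 for each set, the smallest possible). The DNA repair and GDNF scores were lower in 2 of 3 (exact sign-flip p = 0.5).

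**Figure D3:**
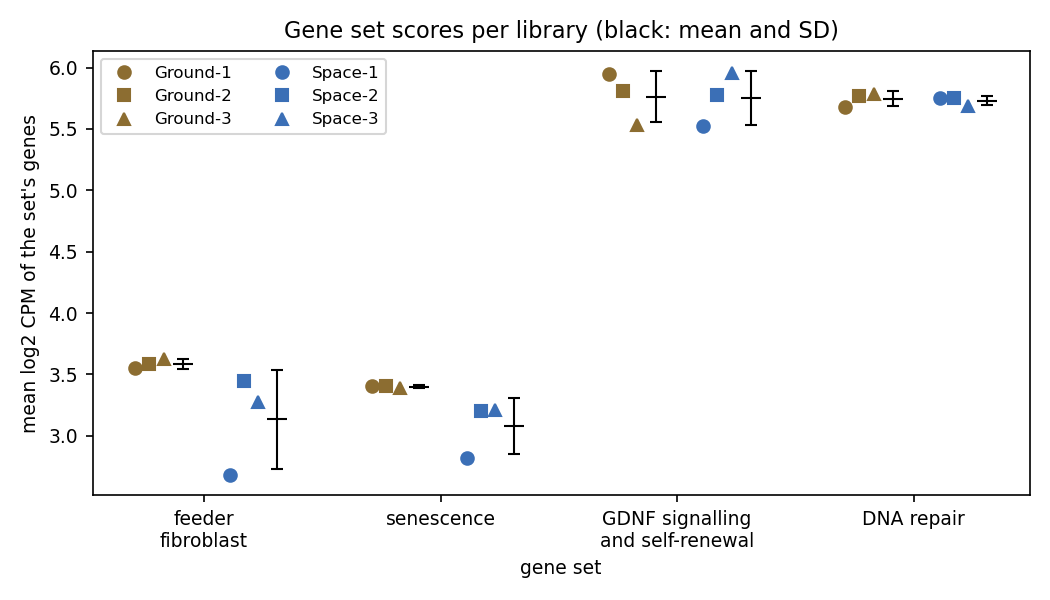
Mean log2 CPM of the genes of 4 sets (y axis) in each library, with Ground libraries in brown and Space libraries in blue, circles, squares and triangles for replicates 1, 2 and 3, and black bars for the group mean and SD. The feeder fibroblast score is lowest in Space-1 (2.68), and the GDNF score runs from 5.52 in Space-1 to 5.96 in Space-3.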

Values the study reported

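The study covered 681,804 promoter CpG sites by bisulfite sequencing, of which 770 were called hypermethylated and 563 hypomethylated. It named 4 genes with differing promoter methylation and reported no significant difference between the expression profiles of Space and Ground GS cells.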

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

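The count of 0 genes differing between Space and Ground held in 19 of 25 alternatives, among them RLE scaling, total counts, both filters, DESeq2, limma-voom, an adjusted p under 0.10 and each fit without one library, which gave from 0 to 0 genes. A 1.5-fold minimum, also among the 19, could only give 0. None of the 19 used the crossed pairs as replicate block, and 5 used another matching. The block by replicate number recovered 0% of genes changed 1.5-fold under simulated crossed pairs. The other 6 alternatives all used the crossed pairs, and each gave more than 0 genes. The unadjusted counts under p 0.05 were 91, 75, 192, 72, 45 and 88 genes for RLE, total counts, no filter, at least 10 counts, DESeq2 and limma-voom. With replicate numbers as replicate block 0 genes passed, and under 4 of the other 5 matchings 0 genes passed, with 34 to 118 genes at an unadjusted p under 0.05 in these 5 fits. The fits without one library had 64 to 161. The replicate block of the crossed pairs gave 38 genes. In fits added after the data were seen, that replicate block gave 38 genes with a correction for GC content and length and 32 without mitochondrial genes. Fits of the crossed pairs without 1 pair were also added after the data were seen. They gave 174, 76 and 16 genes without the pairs of Ground-1, Ground-2 and Ground-3, uncertain counts since few libraries remain. That block takes out the variation shared by the crossed pairs, and the coefficient of variation fell from 13.9% to 2.79%.

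The counts for the surface marker and promoter-methylation genes were 0 in all alternatives, and the last could not have changed where the filter removed all 4 genes. Without a filter Fgf21 had a log2 fold change of -1.17 (SE 0.96, edgeR adjusted p = 1). Separation stayed negative in all 12 alternatives, from -0.28 to -0.077 in the fits without one library. The matching of same-numbered libraries stayed negative in 6 of 6 alternatives.

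The number of gene sets differing was 0 with the inter-gene correlation estimated and 0 with fry, where 2 and 1 sets had an unadjusted p under 0.05, and from 2 to 4 in the fits without one library. With camera at the inter-gene correlation of 0.01 the number was 3 with each replicate block. The estimated correlation and fry were not run with a block. The mean log2 change of the feeder fibroblast set lay between -0.59 and -0.24 in the fits without one library, and that of the senescence set between -0.45 and -0.24. With the crossed pairs as replicate block the oxidative stress response set had -0.045, with 40 of 48 genes lower (camera adjusted p = 6.55e-05). With the feeder score as a covariate and no block it had -0.065 and did not pass (camera adjusted p = 0.0723). It also no longer passed with total counts (-0.0086), no filter (-0.044), or in 3 fits without one library. The cause was not tested.

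The sign of several changes near 0 reversed, and no reversed value passed the threshold. Gfra1 was 0.0012 with RLE, 0.0011 with DESeq2, 0.0016 with the replicate block of the crossed pairs and 0.035 with total counts. Total counts, which shifted the median of all genes to 0.033, also gave Trp53 0.030, Itgb1 0.030, Cd9 8.28e-05, and mean changes of 0.019 for DNA repair, 0.024 for base excision repair, 0.0075 for apoptosis, 0.020 for GDNF signalling, 0.012 for differentiation and 0.0067 for imprinted genes. Across the fits without one library, Trp53 ran from -0.040 to 0.022, Gfra1 from -0.15 to 0.15, Cdh1 from -0.30 to 0.034, Epcam from -0.13 to 0.053, Itgb1 from -0.074 to 0.051, Cd9 from -0.097 to 0.074 and Kit from -0.062 to 0.13. The sets ran from -0.050 to 0.011 for DNA repair, -0.034 to 0.0079 for base excision repair, -0.072 to 0.0080 for apoptosis, -0.14 to 0.098 for GDNF signalling and -0.089 to 0.037 for imprinted genes. The cause was not tested beyond the shift named. Of the other results, 2 named genes were stronger, and among single gene sets 11 values were weaker and 1 was stronger. The stronger was the DNA repair set without Ground-1, which passed at -0.050 (camera adjusted p = 0.00154, with a range of 0.00154 to 0.974 across 18 alternatives).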

Other observations

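Of the tests below, the check for one library counted in both groups, the feeder score regressed out of the matchings, the comparison of GDNF and feeder scores, the feeder set within the crossed pairs, the fits without 1 pair, the splits that part the crossed pairs, the share of variance each adjustment removed, the split counts for the number of genes and the feeder score were chosen only after the result was seen. All directions assume that the titles, not the treatment labels, name the groups.

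The libraries resembled each other in crossed pairs, each with 1 Ground and 1 Space library. The mean correlation of 0.51 for this matching was the highest of the 6. It was 0.543 after all libraries were thinned to the smallest total, 0.490 without mitochondrial genes and 0.523 after trends on GC content and transcript length were removed, against at most 0.214 for any other matching in those 3 tests. Thinning took the ratio of the largest to the smallest total from 1.27 to 1, so depth does not account for the pairs. The mitochondrial genes held 1.89% of the variance of the 1000 genes and on their own did not favour the crossed matching (mean correlation 0.018, rank 3 of 6), so they do not account for it either. The GC content and length trends held 5.26% of that variance and themselves followed the crossed matching (mean correlation 0.877, rank 1 of 6). The pairs therefore cannot be told apart from a sequence bias that these trends describe only in part. The same library counted in both groups would give a chi-square ratio of about 1, and the lowest ratio in these pairs was 1.54. With the feeder score regressed out of every gene the crossed matching had 0.485 and the next highest 0.317, so RNA of feeder fibroblasts does not account for it alone. A candidate explanation is that each pair was frozen from one culture or prepared together and the replicate numbers were assigned separately. The study describes its replicates as lines of cells, so a pair may be 1 line stored at both sites. Neither the labels nor the study say which library came from which line or batch, so a shared line or culture cannot be told apart from a shared batch.

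The set of GDNF signalling and self-renewal genes followed the crossed pairs. Its scores were 5.95 in Ground-1 and 5.96 in Space-3, 5.81 in Ground-2 and 5.78 in Space-2, and 5.54 in Ground-3 and 5.52 in Space-1. Its variance between libraries exceeded that of 100% of the matched lists after the GC content and length trends were removed, which took the range of the scores from 0.432 to 0.328, so these trends explain it at most in part. The lists were random genes matched on mean expression only. Before the trends were removed, the senescence and feeder sets also exceeded 100% of such lists. DNA repair exceeded 99.42% and base excision repair 69.53%, so a high share is not particular to GDNF genes. Ground-3 and Space-1 differed by 0.946 in the feeder score and by 0.0121 in the GDNF score, so RNA of feeder fibroblasts alone does not give these scores. Within Ground the feeder score ranged over 0.0766 and the GDNF score over 0.411 (Pearson's r = -0.99, n = 3), and within Space over 0.769 and 0.432 (r = 0.80, n = 3). Each Space library had the GDNF score of its crossed Ground library within 0.0327, although the feeder scores differed by 0.272, 0.134 and 0.946, so the spread within Space repeats that within Ground. With the feeder score as a covariate the mean log2 change of the set between groups went from -0.014 to 0.14 (camera adjusted p = 0.0729). Other sets also kept to the crossed pairs, so the pattern is not specific to GDNF genes. The mean difference within pairs was 0.035 for imprinted genes (score range 0.25) and 0.032 for apoptosis (0.19). It was 0.018 for GDNF signalling (0.43). It was larger for senescence, at 0.32 (0.59), and for the feeder set, at 0.45 (0.95). The cultures may differ in their self-renewal state by more than the storage sites do, which is a hypothesis.

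Within the crossed pairs 38 genes were called with edgeR, and 36 were lower in Space. At an unadjusted p under 0.05 the directions were closer to even, with 497 genes higher and 600 lower in Space. Swapping the group labels within pairs gives 4 splits, and 1 of the 4, the real one, gave as many genes. The others gave 0, 0 and 1, but 4 splits cannot give a share under 0.05. Choosing the matching with the highest mean correlation gave a median of 0 and at most 2 genes in 20 tables simulated with crossed pairs and no group difference. The crossed matching was chosen in all 20, so no selection took place there. In 20 tables without pair structure it was chosen in 2, again with a median of 0 and at most 2 genes. Genes were drawn independently in both, so these tables cannot show how often genes that vary together would be called by chance. Without mitochondrial transcripts 32 genes were called, and with GC content and length trends removed 36 of the 38 were. Without the pair of Ground-3 and Space-1 15 of the 38 were still called, against 37 and 38 without each other pair. Counts from fits with so few libraries are uncertain, but by them the number of genes rests largely on that pair. The largest fall lay there in 35 of the 36 lower genes. Of the 16 genes called without it, 15 had the same sign in it, as did 105 of 173 and 56 of 76 for the genes called without the pairs of Ground-1 and Ground-2, counted in the pair left out. The 2 genes higher in Space were Bc1 (log2 fold change 0.37) and Malat1 (0.50), chosen for mention after their values were seen. The feeder fibroblast set had a mean log2 change of -0.4465 within the pairs, so less RNA of feeder fibroblasts in the libraries titled Space is a candidate explanation for part of the calls. Of the 38 genes, 13 were on that list, and no fit within the pairs removed the feeder score, so the share due to feeder RNA was not tested. Of the rest, 8 were mitochondrial, 5 were on the senescence list and 12 were on none of these lists.

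The feeder fibroblast set was lower in Space, by -0.43 on the log2 scale. The change was -0.4248 without mitochondrial genes and -0.4217 with GC content and length trends removed, so these adjustments hardly moved it and leave its cause open. All 3 Space libraries lay below the 3 Ground libraries, and 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave a feeder score difference as large, as did 1 of all 10 splits. Chance cannot be excluded with so few splits, since a share under 0.05 is out of reach. Carry-over of feeder RNA may differ between cultures after thawing regardless of where the cells were stored. Space-1, with a score of 2.68, lay farthest below, and without it the mean change was -0.24.

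The senescence set was also lower in Space, with a mean log2 change of -0.32. Many of its genes encode secreted proteins that fibroblasts express, so RNA of feeder fibroblasts is a possible explanation. With the feeder score, computed from genes outside the senescence list, as a covariate, the mean change shrank to -0.08579 and no longer passed (camera adjusted p = 0.1003). Without the genes matched through older symbols it was -0.099 and passed (camera adjusted p = 0.0474), so the outcome hinges on how 3 genes were matched. The feeder score itself differs between the groups, so the covariate would also absorb a difference of another origin, and a lower senescence programme cannot be told apart from less feeder RNA.

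The counts of genes and sets were set against other splits of the 6 libraries. Of the 4 splits that part all 3 same-numbered pairs, 4 gave at least as many genes with an adjusted p under 0.05 as the real one, since all gave 0, and 10 of all 10 did. At an unadjusted p under 0.05 the real split gave 92 genes and the others between 34 and 3548. For gene sets 3 of the 4 splits gave at least as many as the 3 of the real one, and 5 of all 10 did, with up to 5 sets. The other 6 splits part 1 same-numbered pair each. Of the 10 splits 4, the real one included, part all 3 crossed pairs, and among these the real split was highest. It gave 3 sets against 1 to 2, and 92 genes at an unadjusted p under 0.05 against 34 to 49. The splits with at least as many sets outside these 4 put both libraries of a crossed pair on one side. With 4 splits a share under 0.05 is out of reach.

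The study described Gm15562 as expressed in Ground cells and Fgf21 as lower in Space cells. Here Gm15562 had 2 counts in all Ground libraries together and 0 in Space, and Fgf21 had 16 and 7, with neither beyond counting error by exact binomial tests (p = 0.248 and 0.0628).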
